A study of Pseudomonas putida with 12 samples.

How the data were processed

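Messenger RNA was sequenced from *Pseudomonas putida* KT2440, a soil bacterium, as wild type and as a strain lacking PP_3665 (cahR). Cells were held for 1 h in 20 mM pyruvate, alone or with 2 mM creatine. Each of the 4 groups had 3 libraries, which gave 12 libraries. Per the labels' protocols, technical duplicate cultures were pooled, total RNA was treated with DNase, and mRNA was enriched by removal of rRNA with the MicrobExpress kit before NEXTflex library construction.

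The deposited table holds raw counts per annotated gene from Rockhopper, a read mapper and counter for bacterial genomes, per the file's name. Its values were whole numbers, and their totals differed between libraries. The program's version and settings, the genome build, the annotation version, the use of strand and the treatment of reads that map to several places are not given in the sources used here. Gene names and products were taken from the table itself. No coordinates were used, because the reference at hand was of another strain with other locus tags. Antisense reads, overlapping genes and near-identical copies can therefore share counts in ways that could not be resolved.

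The table had 5446 genes, of which 5350 were protein-coding, 22 were rRNA genes and 74 were tRNA genes. A count of 0 in every library was found for 58 genes. Total counts ranged from 6419867 to 8748041 per library. rRNA genes took 88.93% to 92.65% of them, so that 571540 to 792075 counts per library remained outside rRNA. Among the genes tested, the median gene had between 37 and 52 counts, depending on the library. This depth limits the precision of low genes, and intervals and floors given for counts cover counting error only, because reads without molecular identifiers are not independent molecules.

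The libraries were grouped by the strain and growth condition in the labels. Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 3826 genes. Library sizes were the counts of the genes kept by the filter, rRNA included, scaled by TMM factors between 0.846 and 1.28. Levels are given as CPM, counts scaled to that size, so that a coding gene's CPM is lowered by the rRNA share. The quasi-likelihood F-test with robust dispersion was used with 1 coefficient per group over all 12 libraries, which left 8 residual degrees of freedom. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison, with a threshold of 0.05. The 5 comparisons were creatine in wild type, creatine in the deletion strain, the difference between these responses (the interaction), and the deletion strain against wild type with and without creatine. Standard errors of log2 fold changes were derived from the F statistic. Gene sets were tested with fry from limma 3.58.1, with Benjamini-Hochberg adjustment over 25 tests. Sets with fewer than 3 tested genes were given gene by gene.

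A group with 0 to 3 counts of a gene in all gives no usable fitted fold. A group at 0 was set at a floor of 3 counts over the whole group, and a group with 1 to 3 counts was given as a ratio with an exact 95% interval. PP_3665 was compared between strains by an exact permutation test of log2(CPM + 1).

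The tests, the thresholds, the alternatives and the rule for naming genes were fixed before the data were examined, except where the text says otherwise. The text names PP_3662 to PP_3668, and up to 5 genes per direction and comparison with the largest fold change among those past the threshold whose libraries did not overlap in CPM. No such overlap rule was applied to the interaction. It also names up to 10 members of the fixed sets past the threshold in wild type or in the interaction. Genes named outside that rule are said to be so. The fixed sets were the creatine locus, sarcosine oxidase, urease, glycine cleavage, formaldehyde, nitrogen regulation and ribosomal proteins.

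The titles of the libraries carry 2 dates, 17 June for 1 library of each group and 25 March for the other 2, while the growth protocol speaks of inductions on 3 different days. What the date marks is not given in the sources used here. The June libraries deviated together from the March libraries of their groups. The correlation of these deviations across genes lay between 0.425 and 0.494 for the 6 pairs of groups. The date thus pairs the libraries, and a fit with the date as a block was run as an alternative, with 7 residual degrees of freedom.

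The other alternatives were DESeq2 1.42.0, DESeq2 size factors, upper-quartile factors or library size alone in edgeR, no low-count filter, a stricter filter of 10 CPM in at least 3 libraries, removal of RNA genes, only the groups compared, only the March libraries, other thresholds, other set tests, other pseudocounts, and leaving out each library in turn. DESeq2 with the date as a block was added after the results had been seen.

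The fit was tested on simulated data with the real means, library sizes and dispersions, in which 200 of the 3826 genes were changed. For creatine in wild type, 95% of 4-fold and 59% of 2-fold changes were recovered, and 3.75% of calls were false. For the interaction, 85% of 4-fold and 22% of 2-fold changes were recovered, and 3.60% of calls were false. The settings listed do not include the date, which pairs the real libraries, so these rates may not hold for them.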

Results

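Creatine is a nitrogen-rich compound that some soil bacteria degrade. PP_3665, named cahR in the study, encodes an AraC-family transcriptional regulator and lies beside PP_3666, annotated as a major facilitator superfamily transporter, and PP_3667, annotated as creatinase. The study asked which genes of *P. putida* KT2440 respond to creatine and which of these responses depend on PP_3665. Transcript counts were measured in wild type and in the PP_3665 deletion strain after 1 h in 20 mM pyruvate, with or without 2 mM creatine, in 3 libraries per group.

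Depth was similar across groups in total but low for coding genes, because rRNA took most counts. Total counts per library ranged from 6419867 to 8748041. Protein-coding genes received 9.09% ± 1.08 (SD, n = 3) of counts in wild type with pyruvate alone and 9.92% ± 0.714 (SD, n = 3) with creatine. The deletion strain had 7.64% ± 0.286 (SD, n = 3) with pyruvate alone and 9.42% ± 1.46 (SD, n = 3) with creatine. Across genes, the correlation of log2 CPM between libraries of a group had a median of 0.980 within a date (4 pairs) and 0.963 between dates (8 pairs). No pair of libraries agreed within sampling noise, since the smallest chi-square per degree of freedom was 1.89.

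The first 2 principal components of log2 CPM held 33.3% and 20.4% of the variance. With group in the model, 1053 of 3826 genes differed between dates at adjusted p below the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg), 568 higher and 485 lower in June. Only 98 of the 1053 differed by at least 2-fold. The common dispersion fell from 0.0326 to 0.0114 when the date was added to the model. DESeq2 counted 655 genes for the date, and edgeR with library size alone counted 645.

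**Figure D1:**
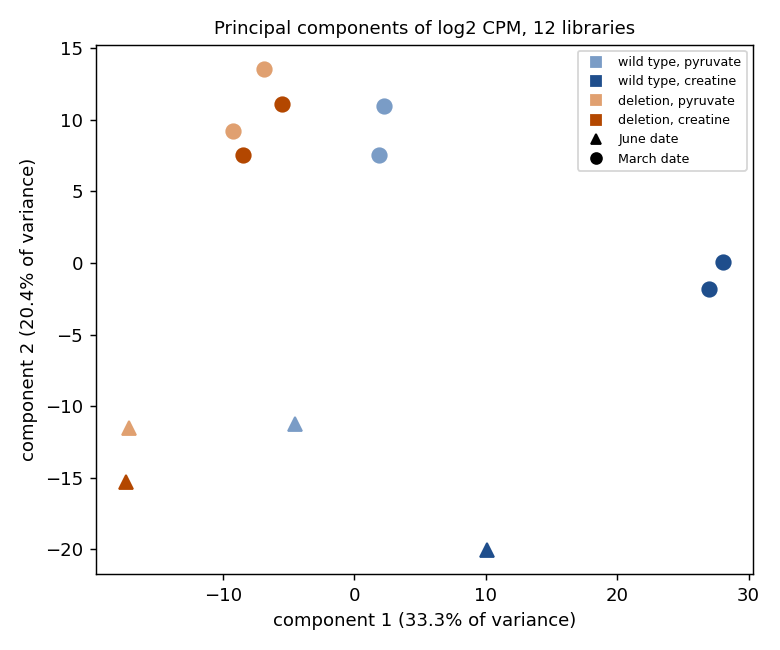
Principal components 1 and 2 of log2 CPM for the 12 libraries, in units of the component scores, with color for group and shape for the date in the title. The 4 June libraries have the lowest scores on component 2, and the wild-type libraries with creatine have the highest scores on component 1.

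The deleted gene was examined first, as a check of the strain labels. PP_3665 had 15 to 24 counts in each of the 6 wild-type libraries, and 0 to 1 in the 6 deletion libraries, of which 5 had 0. The mean was 2.38 ± 0.266 CPM (SD, n = 6) in wild type and 0.0227 ± 0.0556 CPM (SD, n = 6) in the deletion strain. The difference in log2(CPM + 1) was -1.72, with p = 0.00216 by a two-sided exact permutation test over 924 arrangements, and no wild-type library overlapped a deletion library. With creatine, PP_3665 was 16.3-fold lower in the deletion strain when that group was set at the floor of 3 counts. The exact 95% lower limit was 12.8-fold. Without creatine, wild type exceeded the deletion strain by a ratio of 51.8 (95% interval 8.98 to 2077), which rests on 1 count in the deletion strain. Creatine did not detectably change PP_3665 in wild type (log2 fold change -0.19 ± 0.29 SE, adjusted p = 1 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).

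Creatine changed 29 genes in wild type, 28 higher and 1 lower (edgeR quasi-likelihood test, Benjamini-Hochberg). Of these, 28 changed by at least 2-fold. The alternative that moved this count most was the use of the March libraries alone, with 107 genes, 48 higher and 59 lower, so the excess of raised genes did not hold there. DESeq2 counted 32 genes, 28 of them shared. The fit with the date as a block counted 38, 32 higher and 6 lower, with 25 shared. Leaving out each library in turn gave 16 to 44 genes. The count was 44 without wild type creatine replicate 1, 16 without wild type pyruvate replicate 2 or 3, and 18 without wild type creatine replicate 2 or 3. Calls made in every normalization, filter, fit and leave-one-out setting numbered 13.

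The creatinase gene PP_3667 rose from 2.43 ± 1.36 CPM to 3050 ± 1217 CPM (SD, n = 3 each), a log2 fold change of 10.29 ± 0.48 (SE, adjusted p = 1.55e-07 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The transporter gene PP_3666 rose from 0.925 ± 0.321 CPM to 326 ± 102 CPM (SD, n = 3 each), with a log2 fold change of 8.44 ± 0.37 (SE). The other genes with the largest rises were glyA-1 (PP_0322, serine hydroxymethyltransferase), sda-1 (PP_0297, L-serine dehydratase) and PP_4665 (hypothetical protein), with log2 fold changes of 8.33 ± 0.39, 8.23 ± 0.39 and 8.22 ± 0.53 (SE). Both glyA-1 and sda-1 have homologs in the table, and whether reads were shared with these is not given in the sources used here. The homologs glyA (PP_0671) and sda-2 (PP_0987), outside the naming rule, stood at 93.9 and 2.69 CPM without creatine and at 85.5 and 2.69 CPM with it. In each of these 5 raised genes, all 3 libraries with creatine lay above all 3 without. Chance parts the groups fully, in either direction, in 10% of splits.

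The genes annotated as sarcosine oxidase subunits, soxB (PP_0323), soxD (PP_0324), soxA (PP_0325) and soxG (PP_0326), rose by 7.26 ± 0.47, 6.85 ± 0.47, 6.56 ± 0.50 and 6.39 ± 0.48 on the log2 scale (SE). The single-subunit gene PP_3775, also annotated as sarcosine oxidase and outside the naming rule, changed by 0.03 ± 0.16 (SE). The formaldehyde dehydrogenase gene fdhA (PP_0328) rose by 1.96 ± 0.31 (SE, adjusted p = 0.00526 by the edgeR quasi-likelihood test, Benjamini-Hochberg). With the date as a block its adjusted p was 0.0683, and over all alternatives it ranged from 1.18e-11 to 0.0683. The call was also lost with only the 2 groups compared (0.0593) and without wild type pyruvate replicate 2 or 3 (0.0522 and 0.0536).

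The 1 gene lowered in the comparison of all libraries was PP_4429, annotated as a GntR-family regulator, from 9.56 ± 1.13 to 4.40 ± 0.498 CPM (SD, n = 3 each). Its log2 fold change was -1.12 ± 0.21 (SE, adjusted p = 0.0180 by the edgeR quasi-likelihood test, Benjamini-Hochberg). This call was lost without wild type pyruvate replicate 2 or 3 and without wild type creatine replicate 2 or 3, with adjusted p-values of 0.0708 to 0.149.

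**Figure D2:**
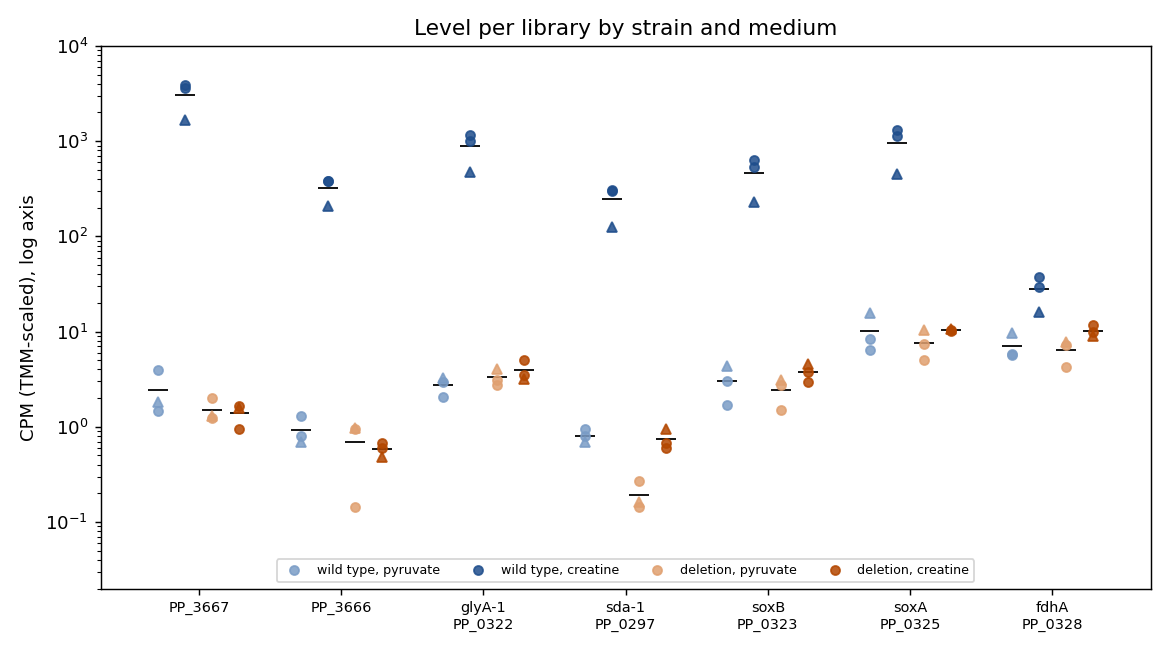
CPM per library on a log axis for 7 genes raised by creatine in wild type, by strain and medium, with triangles for the June date, circles for the March date and bars for group means. Creatinase (PP_3667) reached 1654 CPM in the June library and 3608 and 3888 CPM in the March libraries of wild type with creatine, and its mean in the deletion strain with creatine was 1.41 CPM.

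In the deletion strain, creatine changed 0 genes at the same threshold (edgeR quasi-likelihood test, Benjamini-Hochberg), and DESeq2 also called 0, both without and with the date as a block. At an unadjusted p under 0.05, 119 genes passed in edgeR, where 191 are expected by chance among 3826. In DESeq2, which was run on all genes with any count and so has another expectation, 94 passed. A count under 191 decides nothing about a missing response, as these fits leave out the date, which pairs the libraries. In wild type, where 29 genes were called in edgeR, 160 passed in edgeR, also under 191, and 121 passed in DESeq2. The smallest adjusted p in the deletion strain was 0.999 in edgeR. With the date as a block in edgeR 3 genes were called, all lower, and the March libraries alone gave 27, 3 higher and 24 lower. The 3 genes called with the block, named after their values were seen, were the cold-shock domain genes PP_0985 and PP_1099 and the sigma factor gene fliA (PP_4341), with log2 fold changes of -0.46, -0.44 and -0.60.

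The difference between the responses was tested directly, because a call in a single strain does not test it. The interaction passed the threshold for 11 genes, all with the larger rise in wild type (edgeR quasi-likelihood test, Benjamini-Hochberg). At an unadjusted p under 0.05, 103 genes passed, where 191 are expected by chance. This fit also leaves out the date, so the lower count decides nothing. DESeq2 called 17, all 11 among them. With the date as a block, edgeR called 7 genes, 5 of them shared, while DESeq2 called 17 with all 11 shared. The March libraries alone gave 38 genes with all 11 shared, 34 with a positive difference of wild type minus deletion strain and 4 with a negative one. Leaving out each library gave 8 to 19 genes, and the count was 19 without wild type creatine replicate 1. The genes called in every normalization, filter, fit and leave-one-out setting numbered 4, and these were PP_0299, PP_0322, PP_3666 and PP_3667. PP_0299, annotated as a hypothetical protein, was named after its values were seen.

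For PP_3667 and PP_3666 the difference between the strains' log2 fold changes was 10.39 ± 0.84 and 8.65 ± 0.89 (SE), and for glyA-1 (PP_0322) it was 8.06 ± 0.54 (SE). The adjusted p-values were 1.11e-04, 2.60e-04 and 1.39e-05 (edgeR quasi-likelihood test, Benjamini-Hochberg). The differences for soxB (PP_0323), soxG (PP_0326), soxA (PP_0325) and soxD (PP_0324) were 6.62, 6.53, 6.13 and 5.81. With the date as a block in edgeR, none of these 4 sox genes passed the threshold, though all 4 did in DESeq2 with the block. Their adjusted p-values were 0.106, 0.106, 0.0769 and 0.290 in the edgeR fit, against 0.00109, 0.00140, 0.00125 and 0.0121 without the block (edgeR quasi-likelihood test, Benjamini-Hochberg). Over all alternatives the largest adjusted p for each was its value with the block, and the smallest lay between 8.14e-27 for soxB and 4.86e-16 for soxD. For soxD the call was also lost without deletion pyruvate replicate 1 or 2 and without deletion creatine replicate 1, with adjusted p-values of 0.0567 to 0.130. The interaction for sda-1 (PP_0297) was 6.41, with an adjusted p of 0.179 without the block and 6.98e-04 with it (edgeR quasi-likelihood test, Benjamini-Hochberg). For PP_4665 it was 8.32, with 0.0660 and 1.07e-05 by the same test. Over all alternatives these adjusted p-values ranged from 3.72e-08 to 1 for PP_0297 and from 1.62e-14 to 0.576 for PP_4665. Both genes were near the floor in the deletion strain. There sda-1 had 1 to 2 counts per library without creatine and 5 to 6 with it, and PP_4665 had 2 to 4 in either medium. For fdhA (PP_0328) the interaction was 1.27 ± 0.45 (SE, adjusted p = 1.00 by the same test), and the March libraries alone gave an adjusted p of 0.00198, the smallest over its alternatives.

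Of the 28 genes raised by creatine in wild type, PP_3664 had 2 and 3 counts in the deletion groups and was left aside here. Of the other 27, 26 had an unadjusted interaction p under 0.05 and all 27 had the larger log2 fold change in wild type. These genes were picked by their rise in wild type, which favors that order. Their median log2 fold change was 2.60 (0.84 to 10.29) in wild type and 0.11 (-0.24 to 1.82) in the deletion strain. The value of 1.82 is that of sda-1 (PP_0297), which rests on 1 to 2 counts per deletion library without creatine. Across all 3826 genes, the log2 fold changes of the 2 strains had a Pearson correlation of 0.143 and a Spearman correlation of 0.103. Genes are not independent replicates, so no p-value is given. Leaving out each library moved the Pearson value between 0.0796 and 0.163.

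**Figure D3:**
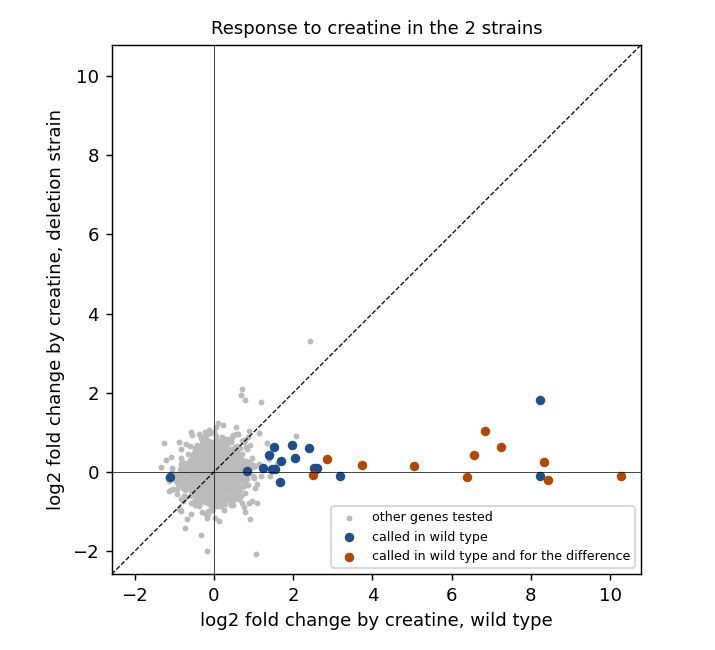
log2 fold change by creatine in the deletion strain against that in wild type for the 3826 genes tested, with genes past the threshold in color and the line of equality dashed. The 28 genes raised in wild type reach 10.29 on the horizontal axis and at most 1.82 on the vertical axis. That vertical maximum is sda-1 (PP_0297), with 1 to 2 counts per deletion library without creatine. PP_3664 and PP_3665 had 0 to 3 counts in a deletion group and are drawn at fitted values that depend on the prior count.

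With creatine, the deletion strain differed from wild type in 71 genes, 26 higher and 45 lower (edgeR quasi-likelihood test, Benjamini-Hochberg). DESeq2 called 94, with 68 shared. The date block gave the largest change, with 360 genes, 171 higher and 189 lower, all 71 among them. Of the 28 genes raised by creatine in wild type, 23 were lower in the deletion strain with creatine, and 0 genes showed the reverse pair. Both comparisons use the same wild-type libraries with creatine. In 50 simulations of unchanged groups the overlap of calls was 0, which is no yardstick, as unchanged groups give almost no calls. At an unadjusted p under 0.05 the overlap was 48 genes, against a simulated mean of 15.2 and maximum of 24. The simulated libraries held neither changed genes nor a date effect, and the 48 include the 23 called. This second comparison therefore decides nothing further. Without wild type pyruvate replicate 2 or 3, or wild type creatine replicate 2 or 3, the overlap of calls was 15. PP_3667, PP_3666, PP_4665, sda-1 (PP_0297) and glyA-1 (PP_0322) had the largest falls, with log2 fold changes of -11.07 ± 0.51, -9.07 ± 0.40, -8.55 ± 0.56, -8.37 ± 0.40 and -7.79 ± 0.38 (SE).

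Without creatine, the strains differed in 36 genes, 20 higher and 16 lower in the deletion strain (edgeR quasi-likelihood test, Benjamini-Hochberg). With library size alone, 21 genes were called, 3 higher and 18 lower, and the median of all genes then lay at -0.24 on the log2 scale, against 0.01 with TMM. DESeq2 called 44, with 32 shared. The date block gave 186 genes, 104 higher and 82 lower, all 36 among them. PP_3667 and PP_3666 did not differ detectably without creatine, with log2 fold changes of -0.67 ± 0.53 and -0.42 ± 0.56 (SE). The strains differed in both media in 31 genes, each in the same direction, 17 higher and 14 lower. Across genes, the strain differences in the 2 media, which share no library, had a Pearson correlation of 0.463 and a Spearman correlation of 0.403.

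PP_4578, annotated as a major facilitator family transporter, stood at 132 ± 26.0 CPM in wild type and 0.721 ± 0.420 CPM in the deletion strain without creatine (SD, n = 3 each). Its log2 fold change was -7.46 ± 0.37 (SE, adjusted p = 7.86e-08 by the edgeR quasi-likelihood test, Benjamini-Hochberg). With creatine it was -7.50. PP_4637 (annotated as 5-methyltetrahydropteroyltriglutamate/homocysteine S-methyltransferase) and PP_2699 (hypothetical protein) were lower by -4.87 ± 0.52 and -4.57 ± 0.42 (SE) without creatine. PP_2698, outside the naming rule, has the same annotation as PP_4637. Its log2 fold change was -2.47 ± 0.44 (SE) without creatine, past the threshold, and -1.40 with it, not past it. Whether reads were shared between PP_2698 and PP_4637 is not given in the sources used here.

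Among the genes with the largest rises in the deletion strain were ndh (PP_0626), nuoG (PP_4124), nuoH (PP_4125), nuoI (PP_4126), nuoJ (PP_4127) and PP_4128, the last listed as nouK. The ndh log2 fold change was 1.26 ± 0.18 (SE) without creatine and 1.72 ± 0.18 (SE) with it. All 13 nuo genes PP_4119 to PP_4131, grouped after their values were seen, were higher in the deletion strain. Their median log2 fold change was 1.09 (0.50 to 1.20) without creatine and 1.17 (0.63 to 1.49) with it. Of these 13, 11 passed the threshold without creatine and 12 with it. With library size alone, 2 passed without creatine and 11 with it, and the median without creatine was 0.83, or 1.08 above the median of all genes in that setting. In that setting PP_4124 and PP_4128 had an adjusted p of 0.0564 each without creatine, the largest over their alternatives, whose smallest were 4.11e-18 and 1.56e-06 (edgeR quasi-likelihood test, Benjamini-Hochberg).

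**Figure D4:**
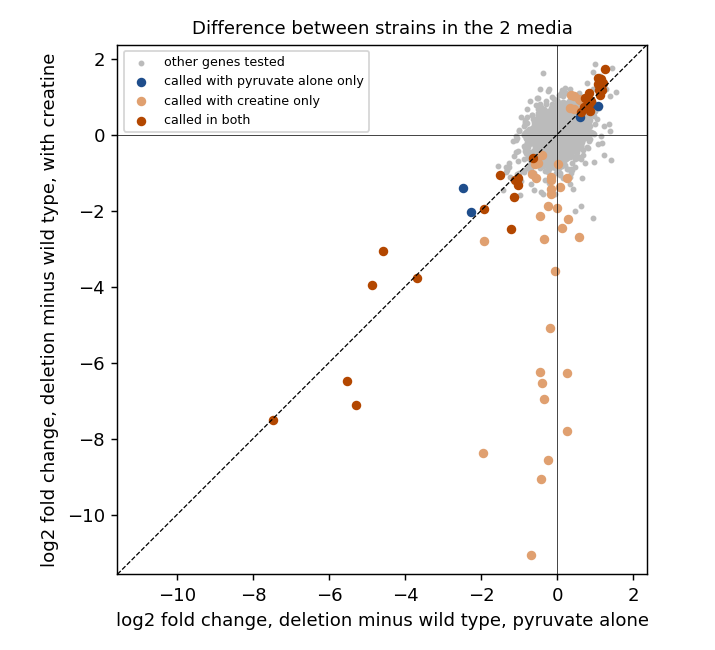
log2 fold change of the deletion strain against wild type with creatine (vertical) and with pyruvate alone (horizontal) for the 3826 genes tested, with genes past the threshold in color and the line of equality dashed. The 31 genes called in both media lie on the same side of 0 on both axes, while PP_3667 lies at -0.67 with pyruvate alone and at -11.07 with creatine. PP_3664 and PP_3665, with 0 to 3 counts in each deletion group, are drawn at fitted values that depend on the prior count.

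The neighbours of PP_3665 were compared in the same fit. PP_3664, listed as pssA (phosphatidylserine synthase), had 41 to 137 counts in the wild-type libraries and 0 to 2 in the deletion libraries. Wild type exceeded the deletion strain by a ratio of 53.4 (95% interval 14.5 to 445) without creatine and 99.6 (33.8 to 486) with it. The interval covers counting error only, and 2 and 3 counts stand behind the deletion strain. A homolog outside the naming rule, pssA-2 (PP_4677), stood at 10.1 CPM in wild type without creatine. In wild type, creatine raised PP_3664 by 1.38 ± 0.26 on the log2 scale (SE, adjusted p = 0.0192 by the edgeR quasi-likelihood test, Benjamini-Hochberg). That call was lost when any of wild type pyruvate replicates 1, 2 and 3 or wild type creatine replicates 2 and 3 was left out, with adjusted p-values of 0.0548 to 0.157. The deletion strain had too few counts of PP_3664 for its response to creatine to be measured.

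PP_3663, annotated as a diguanylate cyclase, was lower in the deletion strain with creatine by -0.76 ± 0.18 on the log2 scale (SE, adjusted p = 0.0396 by the edgeR quasi-likelihood test, Benjamini-Hochberg). The call was lost in 13 of 22 alternatives, DESeq2 and 9 of the 12 leave-one-out fits among them, with adjusted p-values up to 0.186 and down to 0.00411 with the date as a block. PP_3662 (decarboxylase) and PP_3668 (catalase/peroxidase HPI) did not pass the threshold in the creatine comparison in wild type, the interaction or either comparison of strains.

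Of the 30 genes in the sets other than ribosomal proteins, 23 were tested. Creatine in wild type gave 7 calls adjusted over the list alone and 7 over all genes tested. The interaction gave 7 adjusted over the list alone and 6 over all genes. With creatine, the strains differed in 8 of them either way, and without creatine in 1 either way, while creatine in the deletion strain gave 0 either way.

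By fry over 25 tests, the creatine locus set (3 genes) rose with creatine in wild type (adjusted p = 2.06e-06, Benjamini-Hochberg, median log2 fold change 8.44), as did the sarcosine oxidase set (5 genes, adjusted p = 2.65e-05, median 6.56). PP_3665 itself is a member of the first set, which therefore was also lower in the deletion strain without creatine (adjusted p = 0.00172 by limma's fry). Both sets passed for the interaction, with adjusted p-values of 2.73e-05 and 1.13e-04 by fry, and for the strains with creatine, with 1.09e-06 and 4.75e-05. In the deletion strain, creatine moved neither set past the threshold (adjusted p = 0.721 and 0.485 by fry). Ribosomal protein genes (53) were lower in the deletion strain with creatine (adjusted p = 0.0366 by fry, median -0.34). That call was lost with camera and an estimated correlation (0.407), with no low-count filter (0.0517) and in 8 of the 12 leave-one-out fits. The other alternatives kept it, with adjusted p-values of 5.33e-04 with the date as a block and 1.36e-12 by camera with a preset correlation. Glycine cleavage (8 genes) and nitrogen regulation (4 genes) passed in none of the 5 comparisons by fry. The fry direction differed in sign from the median for nitrogen regulation in the deletion strain and between strains with creatine, and for glycine cleavage in wild type.

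The 7 urease genes were near the floor, and 2 of them were tested, both outside the naming rule. The log2 fold changes with creatine in wild type were 0.36 ± 0.39 for ureC (PP_2845) and -0.18 ± 0.52 for ureG (PP_2849) (SE), neither past the threshold. A small response of these genes was not detectable at this depth. A large rise can be called from such counts, as PP_4665 was, with 2 to 5 counts per wild-type library without creatine. The formaldehyde set, matched by product text or symbol, held 1 gene, fdhA, given above. Other genes raised by creatine in wild type, named after their values were seen, included purU-1 (PP_0327, formyltetrahydrofolate deformylase) and PP_1617 (S-formylglutathione hydrolase). Their log2 fold changes were 5.06 ± 0.41 and 2.60 ± 0.47 (SE). The formate dehydrogenase subunit genes PP_2183, PP_2185 and PP_2186 rose by 2.40, 1.53 and 1.68. Among these, only purU-1 was called in wild type in every setting, and only it passed for the interaction.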

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

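The interaction, the set tests and the alternative fits except DESeq2 with the date as a block were planned. That fit, the exchanges of labels, and the use of the fits and of PP_3665 to weigh explanations were chosen after the results had been seen. The creatine response differed between wild type and the PP_3665 deletion strain in 11 genes by an interaction test, which is why these genes are taken up again. The differences between the strains' log2 fold changes were 10.39 for PP_3667, 8.65 for PP_3666, 8.06 for PP_0322 (glyA-1), 6.62 for PP_0323 (soxB), 6.53 for PP_0326 (soxG), 6.13 for PP_0325 (soxA) and 5.81 for PP_0324 (soxD). The interaction of the creatine locus set had an adjusted p of 2.73e-05, and that of the sarcosine oxidase set 1.13e-04, by fry with Benjamini-Hochberg adjustment.

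The tables argue against several technical sources. All 11 genes passed the threshold under each of 3 other normalizations, so the scaling of libraries did not make them. All 11 also passed among the March libraries alone, so a difference between dates is not needed for them. A mixed-up strain label is excluded by PP_3665 itself, whose lowest wild-type count was 15 while the highest count in a deletion library was 1. The creatine label of the deletion libraries cannot be checked in this way, as 0 genes were called for creatine in that strain.

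Chance was examined by exchanging the creatine labels within strains, with the real split and 99 drawn at random. Of these 100 splits, 11 gave at least as many interaction calls, the real one included. This count decides nothing about chance. In 7 of the 10 others, the wild-type libraries stayed in their real groups or mirrored ones, which leaves a response of wild type in place, and these gave 12 to 22 calls. The other 3 put the June libraries of each strain together, with 23, 70 and 95 calls, so the date difference could enter. The 18 other drawn splits that did so gave at most 4 calls. The exchange was then run within dates, over all 72 arrangements. The 12 that kept the wild-type libraries in their real groups or mirrored ones gave 11 to 19 calls, the real one included. The 60 that regrouped the wild-type libraries gave at most 5. With the date as a block, the 12 gave 7 to 39 calls and the 60 at most 3. As 12 of 72 arrangements keep the wild-type response by design, the share cannot fall under 0.05, and chance cannot be excluded in this way. With the date as a block, the real grouping gave 7 calls in edgeR, of which 5 were among the 11, and 17 in DESeq2 with all 11 among them. The 4 sox genes did not pass with the block in edgeR, so their interaction is less secure than that of PP_3666, PP_3667 and PP_0322. A dependence of the response on PP_3665 is the explanation the design offers. It stays open as a hypothesis. PP_3664 and PP_4578 were also near 0 in the deletion strain, at 1.28% and 0.552% of the wild-type level, so the difference cannot be assigned to PP_3665 rather than to these genes or another change in the strain.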

How the results depend on the processing

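All alternatives below were planned except 1, DESeq2 with the date as a block, which was added after the results had been seen. None of the 68 results for named genes changed sign where it or its alternative was past the threshold, while some differences never past it did, such as the interaction of PP_3664. In these alternatives, 1471 values stayed on their side of the threshold, 36 were no longer past it and 19 were newly past it. The interaction has no fit of only the groups compared, and the stricter filter removed genes of low level, so these gave no values there.

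For creatine in wild type, the count of 29 was 19 with the stricter filter, which tests fewer genes, 18 with only the 2 groups compared, which uses fewer libraries, 107 with the March libraries alone and 18 at an adjusted p under 0.01. For the deletion strain, 0 became 3 with the replicate block by date and 27 with the March libraries. For the interaction, 11 became 17 with DESeq2, 17 with DESeq2 and the block, 7 with the replicate block by date in edgeR and 38 with the March libraries. For the strains with creatine, 71 became 360 with the block in edgeR, 208 with DESeq2 and the block, 341 with the March libraries and 47 at an adjusted p under 0.01. Without creatine, 36 became 186 with the block in edgeR, 94 with DESeq2 and the block, 120 with the March libraries and 21 with library size alone. The cause of these changes was not tested. The date effect of 1053 genes became 655 with DESeq2 and 645 with library size alone.

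Leaving out each library gave 16 to 44 genes for creatine in wild type and 8 to 19 for the interaction. The count of 44 and that of 19 came without wild type creatine replicate 1, the library of the June date. The overlap of creatine calls with strain calls (23) ranged from 15 to 32. The strains differed in 51 to 105 genes with creatine and 27 to 37 without, the date effect was 805 to 1085 genes, and the deletion strain gave 0 in all 12 fits.

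PP_3664 in wild type lost its call with only the 2 groups compared (log2 fold change 1.38) and ranged from 1.18 to 1.63 over the leave-one-out fits. PP_3663 between strains with creatine lost its call with library size alone (-0.74), with DESeq2 (-0.77), with no low-count filter (-0.77) and with only the 2 groups compared (-0.77), and ranged from -0.84 to -0.71 in leave-one-out fits. The cause was not tested.

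For ribosomal proteins, camera with a preset correlation gave adjusted p-values of 0.0109 (creatine, wild type), 0.0114 (creatine, deletion strain), 6.82e-05 (interaction) and 3.71e-05 (strains without creatine), none of which held under fry or under camera with an estimated correlation. The replicate block by date gave 0.0420 for the strains without creatine. For the strains with creatine, the fry call was lost with an estimated correlation (0.407) and with no low-count filter (0.0517), and leave-one-out values ranged from 0.0107 to 0.169. For nitrogen regulation, the strains without creatine gave 0.0411 with no low-count filter and 0.0344 to 0.764 over leave-one-out fits. Creatine in wild type gave 0.0484 to 0.835 for that set, both lows coming without wild type pyruvate replicate 1. Glycine cleavage between strains with creatine gave 0.0489 to 0.251, the low coming without deletion creatine replicate 2. The replicate block in edgeR changed no other set call. Among named genes it removed the calls of the 4 sox genes for the interaction and of fdhA in wild type, and added those of sda-1 and PP_4665 for the interaction. It changed no other printed call of the genes followed through the alternatives, apart from the 3 genes it called in the deletion strain. The genes followed leave out purU-1, PP_1617, PP_2698 and the formate dehydrogenase genes.

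The Pearson correlation of the 2 responses (0.143) became -0.0105 with no low-count filter and 0.23 with the stricter one, as low genes entered or left. The depth of 571540 to 792075 counts outside rRNA limits low genes most, and 2-fold interactions were recovered in 22% of simulated cases.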

Other observations

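The comparisons and the alternatives used below, library size alone, the March libraries and leaving out a library, were planned. The splits, the adjacency test, the genes grouped, the strain ratios, the rRNA copies and the use of all these to weigh explanations were chosen after the patterns had been seen. The counts of calls were set against other splits of the same libraries. For creatine in wild type, 1 of 10 splits of the 6 libraries gave as many genes, the real one, and the same held for both comparisons of strains, where the other splits gave at most 2 genes. A design of 3 against 3 has only 10 splits, so chance cannot be excluded in this way. For creatine in the deletion strain, all 10 splits gave at least 0 genes, which decides nothing. The date effect stood apart, as 1 of 81 choices of a library per group gave 1053 genes and the others at most 3.

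The genes raised by creatine in wild type lay next to each other by locus tag. Of the 28, 21 had an adjacent raised gene, in 6 runs, while the most in any of 10000 random lists matched on expression level was 6 and the mean was 0.325 (p = 1e-04 by permutation, the smallest that 10000 draws can give). The longest run had 7 genes, PP_0322 to PP_0328. Others were PP_0297 to PP_0299, PP_0894 to PP_0896, PP_1616 to PP_1617, PP_2183 to PP_2186 and PP_3666 to PP_3667. Transcription as operons is a candidate explanation, and reads that run past a gene's end into its neighbour were not tested.

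The June library of wild type with creatine showed a weaker rise than the 2 March libraries. All 28 raised genes were lower in it, by a median log2 difference of -1.05 (-2.32 to -0.19), and creatinase stood at 1654 CPM against 3608 and 3888. With library size alone the same median was -0.93, while the 3798 other genes had a median of 0.13, so library scaling or depth does not explain the lower values. The raised genes lay 1.07 below the others, a gap that a single factor per library leaves unchanged. In wild type without creatine the same 28 genes differed between the dates by a median of 0.33, with 8 of 28 lower in June, so a general shift of these genes with the date would go the other way. A date effect on the response itself, such as a shorter or weaker exposure, and a feature of that single library cannot be told apart with 1 library. Leaving it out raised the count of genes changed by creatine from 29 to 44.

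A list of 10 heat-shock genes (clpB, groES, groEL, ibpA, htpG, dnaJ, dnaK, grpE, hslV and hslU) was higher in June, with a median log2 difference of 1.03 and all 10 past the threshold (edgeR quasi-likelihood test, Benjamini-Hochberg). The smallest of the 4 groups' medians was 0.94, so no single group carried it, and with library size alone the smallest was 0.88, so the scaling did not make it. A difference in handling temperature between dates may underlie it, which the labels do not describe and which was not tested.

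PP_3664 fell with PP_3665 in the deletion strain, by a ratio of 53.4 without creatine. It kept 1.28% (95% interval 0.415 to 3.02) of the wild-type level over both media, and PP_3665 kept 0.986% (0.0247 to 5.60). Loss of PP_3664 sequence with the deletion, loss of its promoter, and a need for PP_3665 cannot be told apart. The intervals of the 2 genes overlap, with 5 and 1 counts behind them, and no reads or coordinates were at hand.

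PP_4575 to PP_4578 were lower in the deletion strain in both media. Without creatine, the smallest of the 4 log2 fold changes under any other normalization was -1.03, and among the March libraries alone it was -1.17, which argues against scaling and date. The 3 genes PP_4577, PP_4576 and PP_4575 kept 7.58%, 44.3% and 25.8% of the wild-type level, more than PP_3665 did, which argues against loss of these genes. PP_4578 kept 0.552% (0.377 to 0.780), inside the interval of PP_3665, so loss of that gene or of its promoter region cannot be told apart from regulation. A change elsewhere in the strain and a link to PP_3665 both remain candidate explanations that these data do not separate.

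The 13 nuo genes were higher in the deletion strain in both media. Their median without creatine was 0.83 with library size alone and 1.09 among the March libraries alone, so neither the TMM factors nor the date made the rise. Growth rate or energy state may differ between strains, which was not measured here.

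For 16S and 23S rRNA, 1 of 7 copies took over 3 times the mean counts of the other copies, with mean ratios of 3.46 and 3.39 over the 12 libraries. Its share stayed between 36.2% and 36.9% of 16S counts and between 35.8% and 36.3% of 23S counts. For 5S, which had far fewer counts, the share of that copy ranged from 31.6% to 40.3% among 7 genes, and the other 5S gene, PP_r01, was not included. Counting of reads shared between identical copies may assign more of them to that copy, but the treatment of such reads is not given in the sources used here, so this cannot be told apart from real output of that copy.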
